# Downregulation of M Current Is Coupled to Membrane Excitability in Sympathetic Neurons Before the Onset of Hypertension

**DOI:** 10.1161/HYPERTENSIONAHA.120.15922

**Published:** 2020-10-12

**Authors:** Harvey Davis, Neil Herring, David J. Paterson

**Keywords:** hypertension, ion channels, primary dysautonomia, sodium, stellate ganglion

## Abstract

Neurohumoral activation is an early hallmark of cardiovascular disease and contributes to the etiology of the pathophysiology. Stellectomy has reemerged as a positive therapeutic intervention to modify the progression of dysautonomia, although the biophysical properties underpinning abnormal activity of this ganglia are not fully understood in the initial stages of the disease. We investigated whether stellate ganglia neurons from prehypertensive SHRs (spontaneously hypertensive rats) are hyperactive and describe their electrophysiological phenotype guided by single-cell RNA sequencing, molecular biology, and perforated patch clamp to uncover the mechanism of abnormal excitability. We demonstrate the contribution of a plethora of ion channels, in particular inhibition of M current to stellate ganglia neuronal firing, and confirm the conservation of expression of key ion channel transcripts in human stellate ganglia. We show that hyperexcitability was curbed by M-current activators, nonselective sodium current blockers, or inhibition of Na_v_1.1-1.3, Na_v_1.6, or I_NaP_. We conclude that reduced activity of M current contributes significantly to abnormal firing of stellate neurons, which, in part, contributes to the hyperexcitability from rats that have a predisposition to hypertension. Targeting these channels could provide a therapeutic opportunity to minimize the consequences of excessive sympathetic activation.

## Abstract 2

Supplemental Digital Content is available in the text.

Sympathetic hyperactivity is known to contribute to the pathophysiology of a variety of cardiovascular diseases, including hypertension, myocardial infarction, and heart failure, although the cellular mechanisms responsible for this have not been fully elucidated.^1,2^ In hypertension, increased cardiac sympathetic drive is linked to the development of left ventricular hypertrophy^3^ and subsequent heart failure, which are independent predictors of mortality.^4^

A significant component of this sympathetic hyperactivity resides at the level of the postganglionic sympathetic neuron, in particular, the stellate ganglia, which contain the cell bodies that predominantly innervate the heart.^5^ These cells have enhanced Ca^2+^ driven^6,7^ norepinephrine^8^ and epinephrine release^9^ and impaired reuptake via the Norepinephrine transporter.^10^ However, both animal models and patients with hypertension also have increased sympathetic nerve firing rate as measured by muscle and renal sympathetic nerve activity.^11^ Whether this is centrally driven or results from changes in the excitability of postganglionic neurons before the onset of hypertension is unknown,^12^ as are the specific ion channels involved in the sympathetic phenotype. Early work has reported enhanced electrical excitability in another sympathetic ganglia (superior cervical ganglia [SCG]) in the SHR (spontaneously hypertensive rat), although conflicting reports suggest the neural phenotype might be related to changes in either K_Ca_ or A-type potassium current.^13,14^

We used single-cell RNA sequencing (scRNAseq) analysis of stellate ganglia neurons to guide a detailed biophysical characterization in the prehypertensive SHR,^15^ to test the hypothesis that several *a priori* ion channels, which are conserved in human stellate ganglia tissue, underpin the neural phenotype in the prediseased state. Here, we highlight the role of a reduction in M current (I_M_)—a noninactivating inhibitory K^+^ current, which provides a restriction upon firing^16^—as a putative target for pharmacological intervention to reduce sympathetic activity.

## Methods

An expanded Materials and Methods section is available in the Data Supplement for patch clamp, scRNAseq, real time quantitative polymerase chain reaction, and immunohistochemistry. The single-cell sequencing dataset generated during this study is available at genome expression omnibus (GSE144027). Further data and details on materials and protocols related to this study are also available upon reasonable request from the corresponding authors.

### Clinical Samples

Stellate ganglia were collected from organ donors at the time of organ procurement as approved by the University of California Los Angeles institutional review board: 12-000701. Written informed consent was provided by the patient or appropriate designee. This study complies with the Declaration of Helsinki.

### Animals

Animal use complied with the University of Oxford Local Ethical Guidelines and was in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (Publication No. 85-23, revised 2011) and the Animals (Scientific Procedures) Act 1986 (United Kingdom). Experiments were performed under British Home Office Project License (PPL 30/3131 [D.J.P.] and P707EB251 [D.J.P.]). All animals were ordered from Envigo and housed on a 12-hour day-night cycle. Animals were euthanized via an overdose of pentobarbitone and confirmed via exsanguination according to Schedule 1 of the Animals (Scientific Procedures) Act 1986 (United Kingdom). Male normotensive Wistar rats and prehypertensive SHRs were culled at 5 to 6 weeks of age, at which age SHRs possess a phenotype unaffected by prolonged hypertension as found in older animals. Moreover, around this age, postnatal ion channel expression stabilizes in sympathetic ganglia.^17^

### Statistical Analysis

All datasets were normality tested, except for firing rate, which was taken as a discontinuous variable and treated as nonparametric data. Statistical analysis and normality tests were performed in Graphpad Prism (v8.2.1). The specific statistical test applied is stated in the figure legends with statistical significance accepted at *P*<0.05 on 2-tailed tests.

## Results

### Stellate Ganglia Neurons Are Hyperexcitable in the Prehypertensive SHR

Perforated patch-clamp measurements demonstrate that stellate ganglia neurons from prehypertensive SHRs have a significantly higher firing rate than neurons from normotensive age-matched Wistars as shown in Figure 1A and 1C. This firing rate difference appears to be time resolved, with the majority of Wistar neurons firing action potentials within only the first 300 ms of stimulation. This phenotype is represented in Figure 1B via a raster plot of 30 Wistar and SHR neurons during a 1000-ms 150-pA current injection. We also observed other indicators of cellular hyperexcitability. The change in firing rate was accompanied by a 3.1±1.1-mV depolarization of resting membrane potential between Wistar and SHR neurons (unpaired *t* test, *P*=0.0072). The rheobase (minimum current injection of duration >300 ms required to reach the action potential threshold) was also decreased in SHR neurons (−20 pA; Mann-Whitney *U* test; *P*=0.0013) when measured by a series of 10 pA current steps of duration 1000 ms in the range 0 to 200 pA in amplitude.

**Figure 1.**
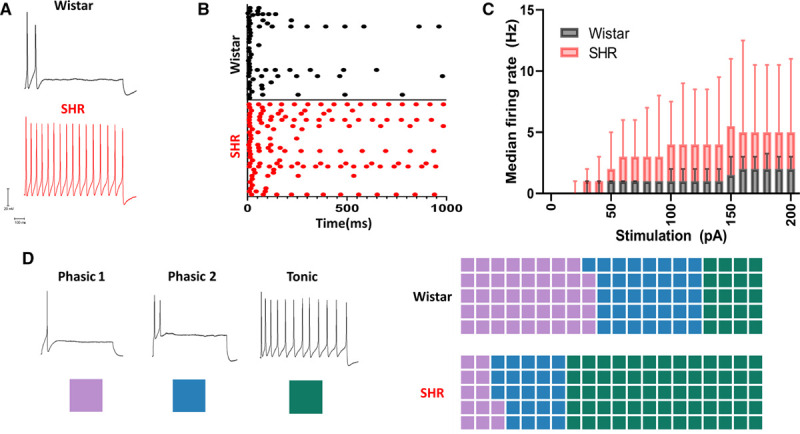
Stellate ganglia neurons of the spontaneously hypertensive rat have a hyperactive phenotype with an altered electrophysiological profile as observed by perforated patch-clamp recordings. **A**, Example traces showing the response of sympathetic neurons from control Wistar and prehypertensive SHRs (spontaneously hypertensive rats) to 150 pA of current injection for a duration of 1000 ms. **B**, Time course of induced firing following a 1000-ms 150-pA current injection in 30 example Wistar and SHR neurons. **C**, Median response of Wistar (black) and SHR (red) neurons to a range of current injections (Wistar, n=66; SHR, n=69; mixed-effects model: *P*<0.0001). **D**, Examples of sympathetic neuron firing rates are identified by their classical nomenclature. Here, the color scheme used to indicate these subtypes throughout the article is indicated by a colored square. A trend toward tonic firing neurons was observed in the SHR, shown as percentage of cells conforming to each subtype (Wistar, n=66; phasic 1, n=29; phasic 2, n=24; tonic, n=13; SHR, n=73; phasic 1, n=9; phasic 2, n=17; tonic, n=47; χ^2^=12.37, df=2, *P*=0.0021).

### SHR Has a Higher Percentage of Tonic Firing Neurons

Neuronal firing behavior has been previously characterized into 3 firing property classifications.^18^ Phasic 1 firing neurons represent neurons that fire only one action potential during a 1000-ms current injection in the range of 0 to 200 pA. Phasic 2 firing neurons fire 2 to 5 action potentials, all within the first 500 ms of a 1000-ms stimulation pulse for all recordings within the stimulation range 0 to 200 pA. Tonic firing neurons fire either >6 action potentials or continue to fire after 500 ms of stimulation of a 1000-ms stimulation pulse within the current injection range 0 to 200 pA. In Figure 1D and subsequent figures, these classes have been assigned color codes to allow for a visual representation of the firing rate and time course of firing. When the percentage of neurons conforming to these classes is compared between Wistar and SHR neurons (Figure 1E), Wistar neurons were found to be predominantly phasic 1 and phasic 2 firing, whereas in the SHR, neurons were predominantly found to exhibit tonic firing.

### Change in Ion Channel Subunit Expression Was Observed in SHR Neurons

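Stellate ganglia, the sympathetic ganglia whose neurons innervate the heart, were dissociated and their cells were sequenced one by one in droplets (scRNAseq). The deposited data hold 1 library from normotensive Wistar rats and 1 library from prehypertensive SHRs, with animals of 5 to 6 weeks of age. With 1 library per strain there is no spread between replicates, so the differences between the strains carry no error and no test of the strains. The authors clustered the cells with Seurat and deposited 1 value per gene for the sympathetic neuron cluster of each library, which is the natural log of 1 plus the mean count per 10000 counts of a cell. Converted back from the natural log, the means of the 25399 listed genes summed to 10000 in the Wistar library and in the SHR library. The values hold neither the number of neurons nor the number of counts per neuron, so the depth behind each mean is unknown. A mean above 0 was listed for 16004 genes in Wistar and 14647 genes in SHR, of which 1746 were above 0 in Wistar alone and 389 in SHR alone. These numbers of genes rise with the number of neurons and the depth, so they are not a comparison of the strains. Levels are given here as means per 10000 and changes as the percent change of that mean and as the difference of the log2 of 1 plus the mean, SHR minus Wistar. The added 1 makes this difference smaller for genes of low mean. Of 7621 genes whose average over both libraries was at least 0.1 per 10000, 65.6% were lower in SHR, with a median log2 difference of -0.05. The authors' deposited table compares the sympathetic neurons of the strains for 664 genes with the test MAST, which took cells as replicates. Its natural log fold changes differed from the difference of the deposited cluster values by at most 9.54e-10 in the 663 genes matched by name. The authors' deposited table lists no gene with a natural log change smaller than 0.25, and genes with smaller changes have no p-value in it.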

To investigate the underlying ion channel differences responsible for the difference in firing rate between SHR and Wistar stellate neurons, we undertook an scRNAseq analysis of the ganglia. scRNAseq revealed a heterogeneous population of cell clusters in the both Wistar and SHR dissociated stellate ganglia (Figure 2A), which mapped to known cell type markers (Figure 2B) including 2 distinct population of cells that are specific for the full range of known sympathetic markers (Figure 2C; Figure S5C in the Data Supplement). 

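The 5 genes of Figure 2D encoding ion channel subunits had lower means in the SHR sympathetic neurons. Kcnq5, which encodes a subunit of the M current channel, had a mean of 0.837 per 10000 in Wistar and 0.369 in SHR, and so fell by 55.9%, a log2 difference of -0.42. Cacna1b, the Cav2.2 calcium channel gene, went from 2.67 to 1.28 per 10000 and fell by 52.2%, with a log2 difference of -0.69. Among the Nav sodium channel genes, Scn1a went from 0.683 to 0.254 per 10000 (log2 difference -0.42), Scn2a from 1.96 to 1.11 (log2 difference -0.49) and Scn9a from 6.89 to 4.84 (log2 difference -0.43). The pseudocount moved these differences most. With 0.01 in place of 1, a setting chosen after the data were examined, the log2 difference of Kcnq5 was -1.16, and with 10 it was -0.064. A pseudocount cannot change the sign of such a difference. All 5 genes were lower in SHR when mitochondrial and ribosomal protein genes or markers of other cell types were left out of the total. The same held when the median difference of the genes past the minimum of 0.1 per 10000 was set to 0. In the authors' deposited table the p-value adjusted over all 25399 genes was 3.93e-07 for Scn9a, 9.86e-06 for Kcnq5 and 0.000167 for Cacna1b. The adjusted p-value in the authors' deposited table was 0.00242 for Scn2a and 0.0697 for Scn1a. It gives the shares of SHR and Wistar neurons with Kcnq5 detected as 83.6% and 84.4%. They were 98.2% and 97.8% for Cacna1b, and 100% and 99% for Scn9a. For Scn1a they were 73.6% and 76.5%, and for Scn2a 88.2% and 96.2%. More counts per cell in the SHR neurons would raise detection there, and this cannot be told apart here. Longer genes were more often lower in SHR across the transcriptome. The genes past the minimum were split into 10 equal groups by their spans in the GRCr8 rat assembly. The group of the longest genes holds 4 of the 5 genes, and 85.6% of its genes were lower in SHR, against 27.2% in the group of the shortest. The median log2 difference of the 5 genes, -0.43, stood at percentile 0.19 among 10000 random lists matched on mean expression and at percentile 2.51 among lists matched on mean expression and gene length. These genes were picked from these same libraries, so the percentiles describe the libraries and are not independent evidence. The paper reports these subunit genes as decreased in the SHR neurons and describes them as genes with a possible role in the firing rate. It then asks whether lower M current subunit expression accounts for the difference in phenotype.

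**Figure D1:**
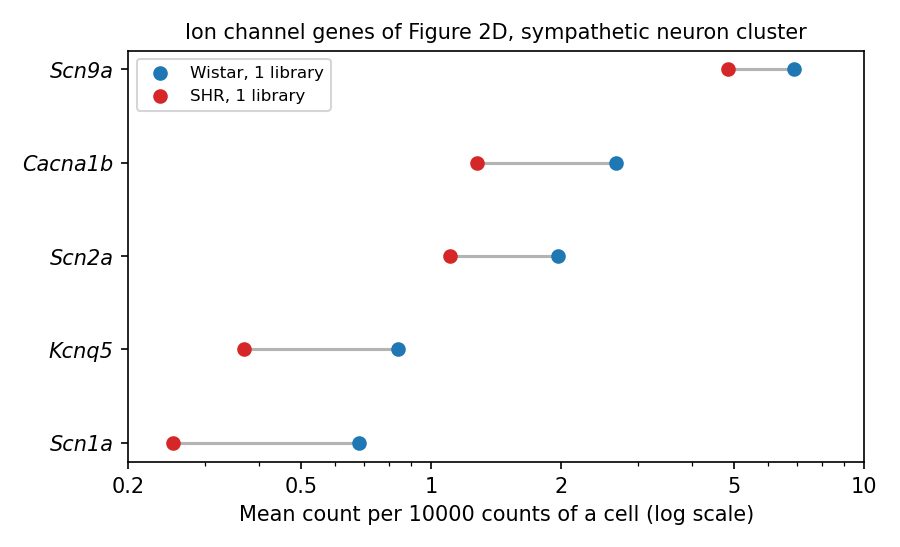
Mean count per 10000 counts of a cell in the sympathetic neuron cluster, on a log axis, for the 5 ion channel genes of Figure 2D. Each point is 1 library, blue for Wistar and red for SHR. Each gene's SHR point lies to the left of its Wistar point, as for Kcnq5 at 0.369 and 0.837.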

The main difference between these 2 sympathetic neuronal populations is that one also expressed the cotransmitter neuropeptide Y. Differential expression analysis between the Wistar and SHR sympathetic neuron populations identified in Figure 2C highlight a significant decrease in 5 ion channel subunit encoding genes that may contribute to firing rate of stellate ganglia sympathetic neurons Figure 2D (full list of tested genes in Figure S6D).

**Figure 2.**
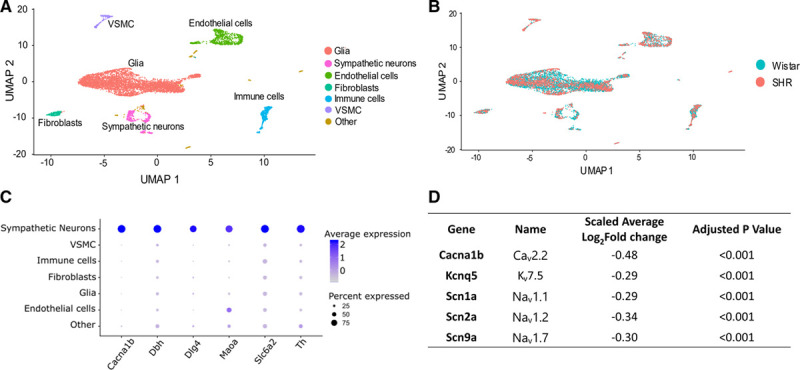
Single-cell RNA sequencing on Wistar and SHR (spontaneously hypertensive rat) populations reveals altered channel subunit expression in SHR stellate ganglia neurons. **A**, Single-cell RNA sequencing reveals multiple clusters of cell transcriptomes. **B**, These cell clusters align to multiple cell types, as defined using the best-known markers for these cell types. **C**, Markers used for sympathetic neurons are shown to be primarily expressed in sympathetic neurons (*Cacna1b*, Ca_v_2.2; *Dbh*, dopamine-β-hydroxylase; *Dlg4*, PSD-95; *Maoa*, monoamine oxidase A; Slc6a2, Norepinephrine transporter; *Th* [tyrosine hydroxylase]). **D**, Differential expression analysis of key ion channels in Wistar vs SHR neurons. Differential expression analysis performed using MAST in the Seurat package reveals a number of ion channel subunits are downregulated at transcriptional level in the SHR. UMAP indicates uniform manifold approximation and projection; and VSMC, vascular smooth muscle cell.

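Within the sympathetic neuron cluster, the markers Slc6a2, Th and Dbh were among the most abundant transcripts. Slc6a2 had a mean of 15.9 per 10000 in Wistar and 15.2 in SHR, ranking 43 and 62 among all genes. Th had a mean of 10.2 per 10000 in Wistar and 10.1 in SHR, a log2 difference of -0.0095. This difference became 0.029 when mitochondrial and ribosomal protein genes were left out of the total. It became 0.043 when the median difference of the genes past the minimum was set to 0. Dbh fell by 37.6%, from 10.2 to 6.36 per 10000, and Maoa fell by 37.5%, from 1.78 to 1.11. Dlg4 was higher in SHR, at 0.970 per 10000 against 0.738 in Wistar. The mean of Npy, which separates the 2 sympathetic populations, was 2.38 per 10000 in Wistar and 1.48 in SHR. The share of neurons with Npy detected went the other way. In the authors' deposited table it was 67.9% in Wistar and 80.9% in SHR. The deposited values pool the sympathetic neurons of each library, so levels in the other clusters of Figure 2C are not analysed here.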

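The authors' deposited table holds 390 genes lower and 274 genes higher in SHR. At an adjusted p-value under 0.05, the authors' deposited table calls 237 genes lower and 235 genes higher. By a fixed rule of size in place of a test, 13 genes were lower and 4 genes higher by a log2 difference of at least 1 among the 7621 genes past the minimum. With a pseudocount of 0.1 in place of 1, these counts were 308 and 23. Of 45 ion channel genes listed before the data were examined, 42 have a line in the deposited values and 18 passed the minimum of 0.1 per 10000. Of these 18 genes, 17 were lower in SHR, with a median log2 difference of -0.23. Without the 5 genes of Figure 2D, 12 of the remaining 13 were lower, with a median of -0.13, which stood at percentile 6.51 among random lists matched on mean expression and at 26.1 among lists matched on mean expression and gene length. The authors' deposited table lists 6 of the 42 genes, all of them lower in SHR, and 4 of them with an adjusted p-value under 0.05. Among the genes called by the authors' deposited table, the natural log change was lowest for AC134224.1 (-1.19), Rsrp1 (-1.01), Cd9 (-1.01), Pcp4 (-0.888) and Avil (-0.815). AC134224.3, named after its values were seen, is not among the called genes, with a natural log change of -1.12 and an adjusted p-value of 0.234 in the authors' deposited table. Its mean was 250.7 per 10000 in Wistar and 80.8 in SHR. Among the called genes, the natural log change was highest for Jund (1.51), S100a6 (1.06), LOC100364435 (0.745), Lgals3 (0.744) and Rgs10 (0.637).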

### M Current Is Functionally Reduced in SHR Stellate Ganglia Neurons and Transcript Present in Human Stellate Ganglia

Was a decrease in I_M_ subunit expression the most likely explanation for the difference in phenotype? When assessed by real time quantitative polymerase chain reaction, gene expression of I_M_ encoding KCNQ2, KCNQ3, and KCNQ5 subunits was decreased in total RNA extracted from whole SHR ganglia (Figure 3A). We also confirmed I_M_ subunit expression in samples of total RNA taken from human stellate ganglia (Figure 3B). Using immunohistochemistry, I_M_ encoding subunits KCNQ2, KCNQ3, and KCNQ5 were also shown to be expressed at a protein level in TH (tyrosine hydroxylase)-positive cells (Figure S3)—a classic marker for sympathetic neurons.

**Figure 3.**
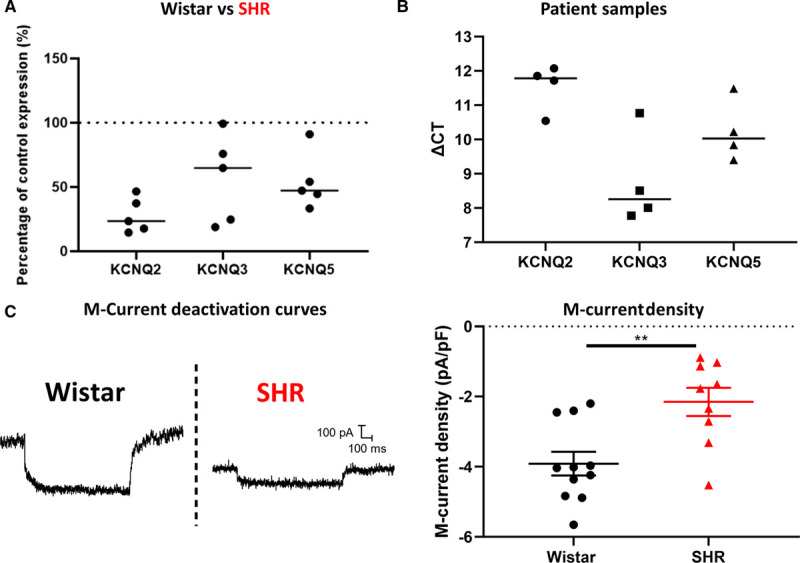
M current is downregulated at a functional level in the stellate ganglia, and pharmacological manipulation of M-current can reverse or induce the firing rate phenotype observed in the SHR (spontaneously hypertensive rat). **A**, real time quantitative polymerase chain reaction reveals a downregulation of KCNQ2 (K_v_7.2), KCNQ3 (K_v_7.3) and KCNQ5 (K_v_7.5) expression in the left stellate ganglia of 3- to 6-wk-old prehypertensive SHR (median; percentage decrease: KCNQ2, 76.58%; KCNQ3, 35.16%; KCNQ5, 52.87%; Wistar, n=8; SHR, n=5). Individual SHR data points are shown as a percentage of the average of Wistar controls. **B**, KCNQ2, KCNQ3, and KCNQ5 subunit expression was confirmed in patient samples of stellate ganglia, taken from donors (median; ΔCt: KCNQ2, 11.78; KCNQ3, 8.259; KCNQ5, 10.03; n=4). **C**, M-current density was revealed to be decreased in the SHR as determined by a decrease in XE-991 sensitive current, via a step protocol from −25 to −55 mV (median±IQR; Wistar, −4.032 pA/pF, n=11; SHR, −1.770 pA/pF, n=9; Mann-Whitney *U* test: *P*=0.0074). Raw data traces of representative deactivation protocols from Wistar and SHR neurons are shown.

I_M_ was analyzed through deactivation curves, in this case applied from a holding potential of −25 to −55 mV, allowing for a relaxation of current corresponding to I_M_. These recordings were made in perforated patch, as I_M_ is known to rundown in whole-cell recordings. To confirm that the current measured was I_M_, we measured current that was inhibited by the I_M_ inhibitor 10 µmol/L XE-991.^19^ These data were then normalized to cell capacitance. By this measure, I_M_ was shown to be functionally present in stellate ganglia neurons and to be downregulated in SHR relative to Wistar (Figure 3C).

### I_M_ Inhibition Increased the Excitability of Wistar Stellate Ganglia Neurons

I_M_ pharmacology was used to assess its role in firing rate alongside other electrophysiological parameters in stellate ganglia neurons. I_M_ inhibition by 3 µmol/L XE-991^19^ caused a significant increase in Wistar stellate ganglia neuron firing rate, measured as the maximum firing rate of tested neurons within a stimulation range of 0 to 200 pA (Figure 4B). This was accompanied by depolarization of the resting membrane potential (Figure 4C) and a significantly decreased rheobase (Figure 4D). Comparable results were seen after application of 30 µmol/L linopirdine—an alternative I_M_ inhibitor at a dose comparable in efficacy to 3 µmol/L XE-991^20^ (data not shown).

**Figure 4.**
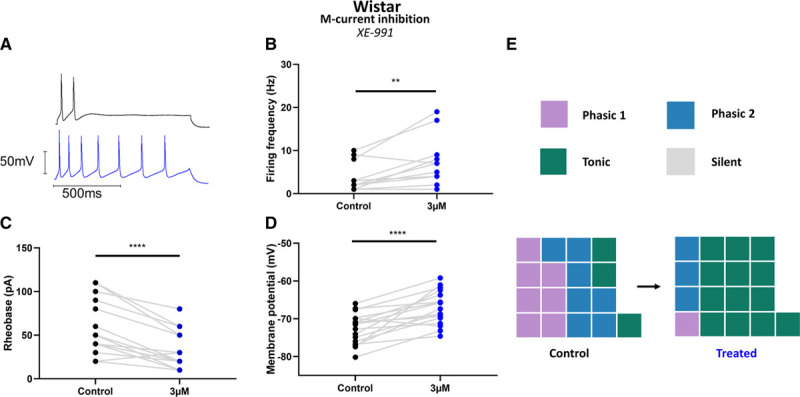
M-current inhibition can recapitulate the SHR (spontaneously hypertensive rat) phenotype in Wistar neurons. **A**, Example trace of M-current inhibition by 3 µmol/L XE-991 in a Wistar neuron, shown before (black) and after (blue) treatment. **B**, M-current inhibition by 3 µmol/L XE-991 significantly increased maximum firing rate induced by current injections in the range 10 to 200 pA (median; control, 3 Hz; treated, 7 Hz; Wilcoxon test: n=12, *P*=0.0059). **C**, M-current inhibition by 3 µmol/L XE-991 caused a depolarization of Wistar neuron resting membrane potential (mean±SEM; control, −72.59±0.97 mV; 3 µmol/L XE-991, −67.07±1.08 mV; paired *t* test: n=17, *P*<0.0001). **D**, M-current inhibition by 3 µmol/L XE-991 decreased Wistar neuron rheobase (median; control, 50 pA; 3 µmol/L XE-991, 20 pA; Wilcoxon test: n=17, *P*<0.0001). **E** and **J**, A graphical representation of subtype changes following the application of M-current inhibitors; (**E**) 3 µmol/L XE-991 in Wistar neurons. A trend toward a predominantly tonic firing subtype was observed in both cases.

### I_M_ Activation Reduced Excitability of SHR and Wistar Stellate Ganglia Neurons

Since I_M_ was shown to be reduced, but not entirely absent via 10 µmol/L XE-991–sensitive deactivation curves (Figure 3C), we also tested whether increasing SHR I_M_ via the activator retigabine^21^ would be sufficient to reduce firing rate. We found that retigabine significantly reduced SHR stellate ganglia neuron maximum firing rate at all 3 doses tested (Figure 5B). These data were visualized as firing rate subtypes in Figure 5E, where the number of tonic neurons decreases, and 4 cells were prevented from firing at 3 µmol/L retigabine in the stimulation range 0 to 200 pA. Retigabine increased rheobase amplitude at 3 µmol/L in neurons that still fired within 0 to 200 pA stimulation (Figure 5C), but at higher doses too few neurons still fired in this range to allow for a quantitative comparison of rheobase amplitude. These observations were accompanied by a hyperpolarization of the resting membrane potential at all tested doses (Figure 5D).

**Figure 5.**
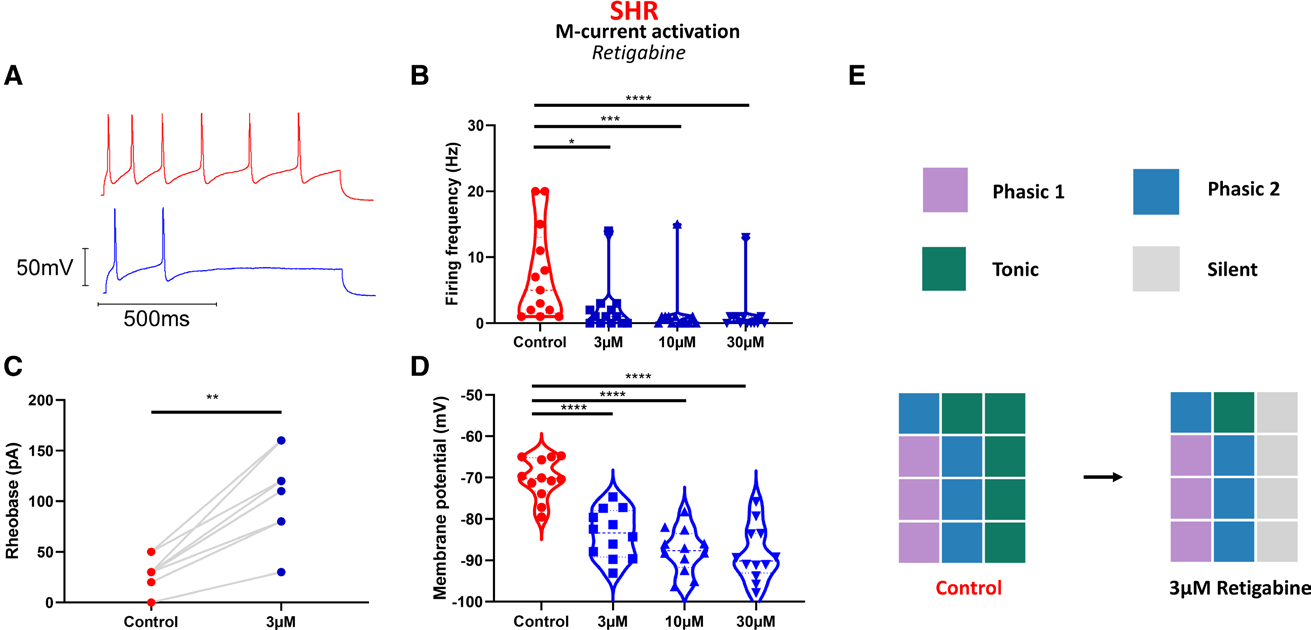
M-current activation in SHR (spontaneously hypertensive rat) neurons reduces aberrant electrical activity. **A**, M-current activation in SHR neurons by retigabine significantly reduced maximum firing rate at all tested doses (median; control, 5 Hz; 3 µmol/L retigabine, 1 Hz; 10 µmol/L retigabine, 0 Hz; 30 µmol/L retigabine, 0 Hz; Friedman test: n=13, *P*<0.0001; Dunn multiple comparisons: control vs 3 µmol/L, *P*=0.018; control vs 10 µmol/L, *P*=0.0002; control vs 30 µmol/L, *P*<0.0001). **C**, M-current activation by 3 µmol/L retigabine increased SHR rheobase (median; control, 30 pA; 3 µmol/L retigabine, 110 pA; Wilcoxon test: n=9, *P*=0.0039). **D**, M-current activation by retigabine causes a hyperpolarization of resting membrane potential at higher doses (mean±SEM; control, −70.27±1.39 mV; 3 µmol/L, −83.63±1.67 mV; 10 µmol/L, −87.69±1.53 mV; 30 µmol/L, −88.45±1.91 mV; 1-way ANOVA: n=12, *P*<0.0001; Dunnett multiple comparisons: control vs 3 µmol/L, *P*<0.0001; control vs 10 µmol/L, *P*<0.0001; control vs 30 µmol/L, *P*<0.0001). **E**, A graphical representation of the effect of M-current activator retigabine on SHR firing rate, which prevents firing in a third of tested neurons (gray squares).

### I_Na_, SK Channels, and K_v_2.1 Also Modulate SHR Stellate Neuron Firing Rate

Using scRNAseq and a series of pharmacological inhibitors, we screened a range of ion channels with a known role in determining the firing rate of other neuronal populations. In Figure S2, the patterns of expression for key channels implicated in firing rate are shown against cell populations highlighted in Wistar and SHR stellate ganglia. These channel subunits were chosen based upon the expression of these subunits in stellate ganglia neurons, availability of selective pharmacology, and a demonstrated role in firing rate in other neuronal populations. 

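In the deposited means of the sympathetic neurons, the voltage-gated calcium channel gene Cacna1a had a mean of 0.907 per 10000 in Wistar and 0.425 in SHR. Its adjusted p-value in the authors' deposited table is 1, and its unadjusted one there is 0.000519. The means of Cacna1c, Cacna1d and Cacna1e were at most 0.157 per 10000 in either strain. Cacna2d1, a calcium channel subunit gene outside the ion channel list, was chosen after its values were seen. Its mean was 1.90 per 10000 in Wistar and 1.01 in SHR, a log2 difference of -0.52. The authors' deposited table gives Cacna2d1 an adjusted p-value of 7.67e-13, from MAST with cells as replicates.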

For the chosen channels, either 1 or 2 pharmacological inhibitors were applied to SHR neurons to observe any effect on firing rate (Figures 4 through 6; Figure S2). Pharmacological inhibitors that had a significant effect on the firing rate of these neurons are shown in Figures 4 and 5, and nonsignificant inhibitors are shown in Figure S2.

Low-dose (10 nmol/L) tetrodotoxin^22^ significantly reduced firing rate in SHR neurons (Figure 4D). Two compounds tested, K_v_2.1-2.2 inhibitor, guangxitoxin,^23^ and SK channel inhibitor, apamin,^24^ increased SHR stellate ganglia neuron firing rate (Figure S2).

### Specific Na_v_ Subunit Inhibitors Reduce SHR Stellate Neuron Firing Rate

Of these identified targets, I_Na_ was of the most interest due to its strong control over firing rate. Using a panel of selective inhibitors, we further investigated the role of individual Na_V_ subunits that were demonstrated to be present in the stellate ganglia via scRNAseq (Figure S2). The Na_v_1.1 and Na_v_1.3 inhibitor ICA-121431^25^ was tested for its effect on SHR stellate ganglia neuron firing rate. One μmol/L ICA-121431 significantly reduced SHR firing rate and converted a majority of neurons to phasic 1 firing (Figure 6B). The Na_v_1.2-1.3 and Na_v_1.5 inhibitor phrixotoxin-3 is specific for Na_v_1.2 at the tested dose, 10 nmol/L, and was, therefore, utilized as a selective Na_v_1.2 inhibitor.^26^ Ten nmol/L phrixotoxin-3 significantly reduced the SHR neuron firing rate and prevented tonic firing (Figure 6C). Inhibition of Nav1.6 by 4,9-anhydrotetrodotoxin^27^ significantly reduced firing of SHR neurons (Figure 6D). We also tested 100 nmol/L 4,9-anhydrotetrotoxin^27^ on XE-991–inhibited Wistar neurons and found that, similar to in the SHR neurons, it significantly decreased firing rate and converted the majority of the tested neurons to phasic 1 (Figure S5). The persistent Na_v_ channel inhibitor riluzole^28^ inhibited firing in the tested population and reduced most neurons to phasic 1 at the lowest dose tested, 3 µmol/L (Figure 6E).

**Figure 6.**
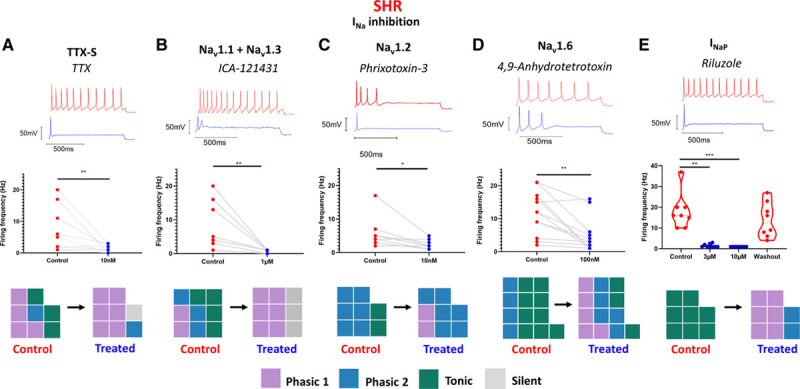
An exploration of the role of Na_V_ subtypes in SHR (spontaneously hypertensive rat) firing rate. The effect of specific Na_V_ subtype and conductance state inhibitors were investigated in SHR stellate ganglia neurons. **A**, Nonselective tetrodotoxin (TTX)-sensitive Na_v_ inhibition by low-dose (10 nmol/L) TTX significantly reduced SHR neuron maximum firing (median; control, 2 Hz; treated, 1 Hz; Wilcoxon test: n=14, *P*=0.0078). **B**, Na_v_1.1 inhibition by 1 µmol/L ICA-121431 in SHR neurons significantly reduced maximum firing rate in SHR neurons (median; control, 4 Hz; treated, 1 Hz; Wilcoxon test: n=9, *P*=0.0039). **C**, Na_v_1.2 inhibition by 10 nmol/L phrixotoxin-3 in SHR neurons significantly reduced maximum firing rate in SHR neurons (median; control, 4.5 Hz; treated, 2 Hz; Wilcoxon test: n=8, *P*=0.0313). **D**, Nav1.6 inhibition by 100 nmol/L 4,9-anhydrotetrodotoxin significantly reduced maximum firing rate in SHR neurons (median; control, 12 Hz; treated, 3 Hz; Wilcoxon test: n=13, *P*=0.0015). **E**, I_NaP_ inhibition by 3- to 10-µmol/L riluzole in SHR neurons reduced firing rate (median; control, 16 Hz; 3 µmol/L, 1 Hz; 10 µmol/L, 1 Hz; washout, 12.5 Hz; Friedman test: n=8, *P*<0.0001; Dunn multiple comparisons test: control vs 3 µmol/L, *P*=0.003; control vs 10 µmol/L, *P*=0.007).

Membrane depolarization can limit Na_v_ availability through increasing Na_V_ inactivation.^29^ To ensure the depolarized resting membrane potential observed in the SHR did not limit SHR firing rate, we applied a series of negative 1-s current injections in the range −10 to −100 pA followed immediately by a stimulatory 1-s 150-pA current injection. By this method, we found that there was no significant difference between these current steps or a 0-pA control prepulse in SHR neurons (Figure S1G).

### Tonic Neurons Have Less I_M_ and More I_Na_

By studying action potential kinetics and I_M_ density between firing rate classes, we aimed to gain further insight into the involvement of I_M_ and I_Na_ in the origin of phasic 1, phasic 2, and tonic firing classes (Figure S4). First, to highlight any differences in I_Na_ between subtypes, we used whole-cell recordings of single action potentials to measure action potential upstroke and action potential amplitude. These data revealed higher I_Na_ availability in tonic and phasic 2 populations than in phasic 1 as measured by amplitude (Figure S3D) or upstroke (Figure S4C). When viewed per firing patterns, we observed significantly less I_M_, as determined by deactivation curves, in tonic firing neurons than phasic 2 neurons (Figure S4B).

## Discussion

We report four primary novel findings. First, sympathetic stellate ganglia neurons from the prehypertensive SHR are hyperexcitable, which manifests as a higher firing rate, depolarized resting membrane potential, and reduced rheobase. Second, I_M_ is downregulated in the stellate ganglia neurons of the SHR, and this is the causative mechanism for membrane hyperexcitability. Third, KCNQ2, KCNQ3, and KCNQ5 transcripts for I_M_ are conserved in human stellate ganglia providing a contextualized basis for their potential wider physiological role. Finally, hyperexcitability can be curbed either by elevation of remaining I_M_ or via reduction of I_Na_ (nonselective or selective inhibition of Na_v_1.1–1.3, Na_v_1.6, or I_NaP_).

Previous work in the SHR model has reported repetitive firing in neurons of the SCG.^13,14,30^ Support for the role for K_Ca_ currents was based upon increased firing rate following K_Ca_ reduction using the SK inhibitor apamin or nonselective K^+^ channel inhibitor Tetraethylammonium.^14^ Similarly, we report a role for SK calcium-activated channels in fine-tuning SHR stellate neuron firing rates, as shown by the increased firing rate after apamin inhibition of SK channels (Figure S2), although our data suggest that this is not a disease causative mechanism. We observed no change in these subunits via single-cell sequencing in stellate neurons (Figure 2D) and have previously reported that membrane Ca^2+^ currents from SCG and stellate ganglia neurons are increased in the SHR model,^6,7^ which would not favor reduced calcium-activated potassium currents. Therefore, when all data are taken together, evidence would not favor reduced calcium-activated potassium currents playing a significant role in sympathetic postganglionic hyperactivity in this model.

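The SK channel genes had low means in the sympathetic neurons. Kcnn3 had the highest of them, at 0.292 per 10000 in Wistar and 0.140 in SHR, so that it fell by 52.1%, a log2 difference of -0.18. Kcnn2 fell by 80.3%, from 0.0362 per 10000 in Wistar to 0.00715 in SHR, and Kcnn1 fell by 44.6%, from 0.0121 to 0.00669. With a pseudocount of 0.01 in place of 1, chosen after the data were examined, their log2 differences were -1.43 and -0.40. Setting the median difference of the genes past the minimum to 0 adds 0.052 to every gene. By this construction the log2 differences of Kcnn2 and Kcnn1, near 0 with a pseudocount of 1, became 0.011 and 0.045. Kcnn4 was listed at 0.00132 per 10000 in Wistar and at 0 in SHR. Kcnma1, which encodes the BK channel, had a mean of 0.598 per 10000 in Wistar and 0.434 in SHR. None of these genes changed by the natural log size of 0.25 that the authors' deposited table requires, so none has a p-value there. For Kcnn1, Kcnn2 and Kcnn4 the Wistar mean is under the 0.284 per 10000 at which a complete loss reaches that size. The Wistar mean of Kcnn3 is just above it, so only a nearly complete loss of Kcnn3 would have reached that size. None of these differences between the strains has a replicate check.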

Increased excitability might also be due to changes in A-type K^+^ current, which was reported to be larger in SCG neurons of the SHR.^13^ However, it is worth noting that A-type K^+^ current is similar in phasic and tonic neurons of the SCG,^31^ and changes in A-type K^+^ current would not be expected to influence membrane potential, as it is by definition a high-voltage-activated current. We also observed no changes in A-type K^+^ current encoding transcript expression (Figure 2D; Figure S2D) between SHR and Wistar stellate neurons, suggesting this ion channel is unlikely to explain the phenotype described here.

### Role of I_M_

An early study by Yarowsky and Weinreich^30^ observed that muscarine increased firing rate in SHR SCG neurons, from which they suggest that I_M_ is not downregulated. This observation differs from our results in stellate ganglia neurons where we directly measured I_M_, and may reflect either ganglia specificity, or that a difference in I_M_ was nondetected by their methodology. The increased firing rate we observe in the SHR (Figure 1) fits well with the known characteristics of I_M_.^16^ Its role is consistent with both a general increase in firing rate (Figure 1A and 1B) and a loss of time-resolved firing patterns (Figure 1B). I_M_ has a powerful effect on neuronal resting membrane potential,^32^ as demonstrated in Figures 4 and 5. The loss of I_M_ in the SHR is probably directly related to the depolarization of the resting membrane potential (Figure 1D). Notably, reversing this depolarization does not alter firing rate itself (Figure S1G) and is only associated with I_M_ loss, rather than a cause of hyperactivity. Finally, I_M_ inhibition also reduces the rheobase (Figure 4D and 4I), which is consistent with the phenotype observed (Figure 1E), and with the idea for I_M_ downregulation being a causative factor of stellate neuronal hyperactivity in the SHR. Does this translate *in vivo*? Prior work has investigated the systemic effect of I_M_ modulators *in vivo* in Wistar and SHR rodents.^33,34^ I_M_ activation by retigabine appears to reduce increased plasma catecholamines in the SHR,^34^ consistent with I_M_ downregulation driving sympathetic pathology. Moreover, I_M_ inhibition by XE-991 had a greater effect on cardiac output in the Wistar than the SHR in line with reduced I_M_ in SHR sympathetic neurons.^34^ However, I_M_ is expressed in a range of tissues including the vasculature, brain, and sympathetic neurons but is notably absent from the heart.^35^ Our data highlight the role of I_M_ in dysautonomia associated with the prehypertensive state. The data are also consistent with prior genome wide association studies, which noted that single nucleotide polymorphisms in KCNQ5 (rs12195276-T) and KCNQ3 (rs138693040-T) are associated with pulse pressure^36^ and long QT syndrome,^37^ respectively. Therefore, further study is warranted to comprehensively isolate and assess the contribution of sympathetic I_M_ to the cardiac and systemic phenotypes of hypertension *in vivo*.

### Role of I_Na_

As observed for other neuron populations,^38^ I_Na_ modulation also appears to be a powerful regulator of firing rate in SHR stellate ganglia neurons (Figures 4D and 5). 

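Of the Nav alpha subunit genes, Scn9a (Nav1.7) and Scn2a (Nav1.2) had the highest means in the sympathetic neurons of both strains, ranking 147 and 796 among all genes in Wistar and 302 and 1454 in SHR. Scn3a (Nav1.3) had a mean of 0.708 per 10000 in Wistar and 0.402 in SHR, close to that of Scn1a (Nav1.1) in Wistar. Scn8a (Nav1.6) was lower, at 0.0618 per 10000 in Wistar and 0.0737 in SHR, and was higher in SHR by a log2 difference of 0.016. Scn11a (Nav1.9) was listed at 0.00568 per 10000 in Wistar and 0.00146 in SHR. Scn10a (Nav1.8) and Scn4a (Nav1.4) were listed at 0.00123 and 0.000244 per 10000 in Wistar and at 0 in SHR.

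**Figure D2:**
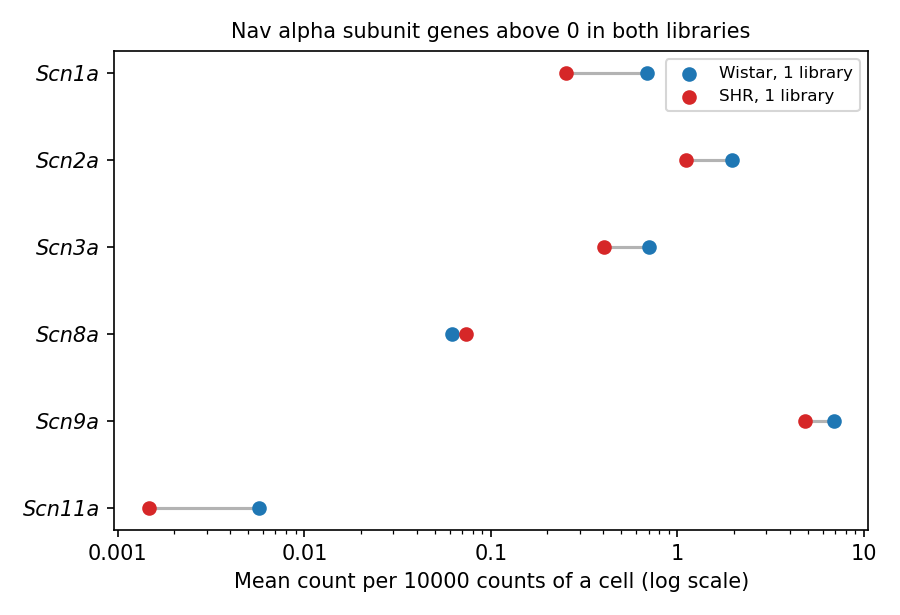
Mean count per 10000 counts of a cell, on a log axis, of the Nav alpha subunit genes listed above 0 in both libraries. Blue points are the Wistar library and red points the SHR library. Scn9a is the highest and Scn11a the lowest in both, and the SHR point lies to the right of the Wistar point for Scn8a alone.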

The pattern of expression for Na_v_ subunits is different than that of sensory or central neurons, with a stellate ganglia neuron expressing Na_v_1.1 to 1.3 and Na_v_1.6 to 1.7 (Figure 4A), which might have translational utility. Specifically, there are case reports of thoracic epidural anesthesia (using Na^+^ channel blockers) being successfully used in patients experiencing recurrent, life-threatening ventricular tachycardias to block sympathetically driven arrhythmia as a bridge to surgical cardiac sympathetic denervation via stellectomy.^1,39^

### I_Na_ and I_M_ in Electrophysiological Subpopulations

Others have suggested a relationship between reduced I_M_^31,40–42^ and higher I_Na_^41^ in determining SCG neuron firing types. We expand upon observations made by Luther and Birren,^41^ to include phasic 1 and phasic 2 firing neurons and in so doing demonstrate that I_Na_ is lower only in phasic 1 firing neurons. While downregulation of I_M_ provides an explanation for membrane hyperactivity, we have not identified a pathway by which this may originate. One possible explanation is that this results from continual presynaptic input, which contributes to ganglionic long term potentiation.^43^ It is also possible that other channels may be contributing to this phenotypic difference, but as the measured variables all correlate well with our observations of I_M_ inhibition in Wistar neurons, it seems likely that I_M_ downregulation alone is the major cause.

### Limitations

This study has several limitations. First, the SHR model of hypertension has a genetic basis, as well as being a rodent model, which differs in several respects from humans,^44^ although we have confirmed that I_M_ subunits are expressed in human stellate ganglia indicating conservation of transcript that provides a basis for a translational role for this ion channel (Figure 3B). Second, the stellate ganglia contain a heterogeneous population, with both cardiac and noncardiac innervating neurons. However, previous reports from the Wistar stellate ganglia report no differences in baseline membrane properties between neurons with different innervation targets.^42^ Third, RNA sequencing does not establish whether transcripts encode proteins that confer physiological function, although we provide a large quantity of electrophysiological data to reinforce observations made by this technique. scRNAseq was the best approach for this study, as bulk sequencing would also incorporate contaminating cell types, for example, vascular cells, which are known to have ion channel expression changes in the SHR.^45^ It should be noted that we observed downregulation of all 3 I_M_ encoding subunits via RT-qPCR but only downregulation of KCNQ5 by scRNAseq. 

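Kcnq3 was listed at 0.267 per 10000 in Wistar and 0.233 in SHR, so that it fell by 12.8%, a log2 difference of -0.040. With the median difference of the genes past the minimum set to 0, the difference of Kcnq3 was 0.013, since this adds 0.052 to every gene. With a pseudocount of 0.01 in place of 1, chosen after the data were examined, it was -0.19. So the fall of Kcnq3 was small at that setting too. The authors' deposited table requires a natural log change of at least 0.25, which a gene reaches by complete loss only if its Wistar mean is at least 0.284 per 10000. Kcnq3 is under that mean, so no fall of this gene would have entered the authors' deposited table. The same holds for 28 of the 42 ion channel genes with a line in the deposited values, and for 68.0% of the genes above 0 in Wistar.

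**Figure D3:**
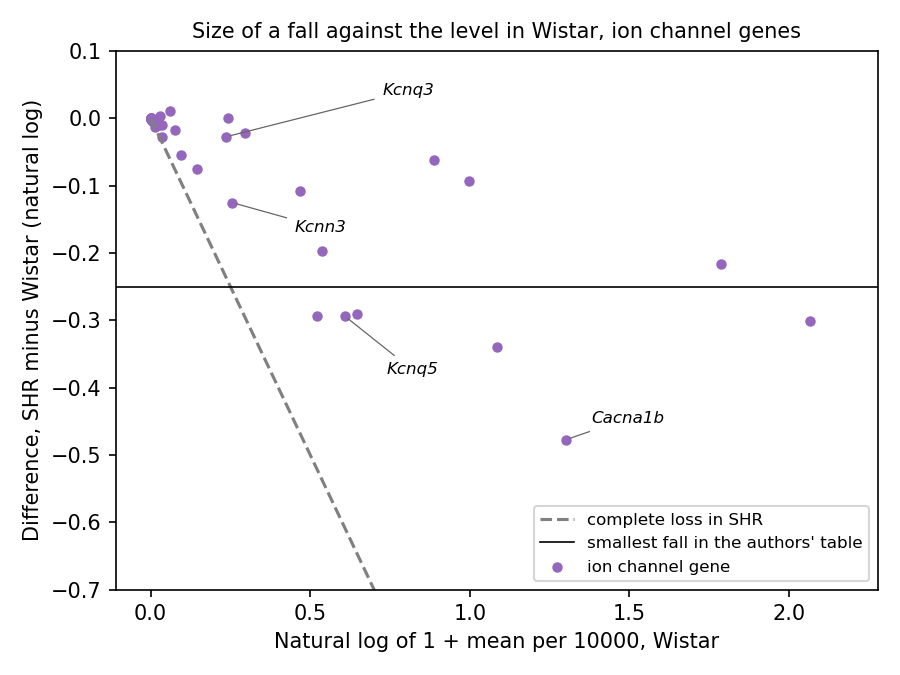
Difference of the deposited natural log values, SHR minus Wistar, against the Wistar value, for ion channel genes in the sympathetic neuron cluster. Each point is 1 gene, the dashed line marks complete loss in SHR, and the horizontal line marks the smallest fall in the authors' deposited table, -0.25 on the natural log scale. Kcnq3 lies at a Wistar value where the dashed line has not reached the horizontal line.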

For KCNQ2, the detected expression level was relatively low via scRNAseq (Figure 2C). Finally, culturing neurons may change neuronal phenotype. To reduce the impact of culturing upon the electrical phenotype of stellate ganglia neurons, we cultured for a relatively short period of 1 to 5 days in vitro, during which we observed no time-dependent effect upon firing rate (Figure S1A). Further to this, our data are comparable to prior intracellular recordings of Wistar stellate ganglia neurons in situ.^42^ Beyond a decrease in transcript expression, we have not addressed the causative mechanism for the I_M_ downregulation in this article. Speculatively, this may be downstream of enhanced presynaptic activity, resulting from the long-term potentiation of the postsynaptic sympathetic neuron. This mechanism has previously been described in SHR SCG,^46^ although it has not yet been directly linked to either changes in membrane properties or I_M_ expression.

### Perspectives

In conclusion, we have described a phenotype of sympathetic hyperactivity in stellate ganglia neurons of the SHR and provided an electrophysiological framework for this observation, guided by scRNAseq of the stellate ganglia, with human validation of key transcripts. Targeting certain ion channels in the stellate ganglia, such as I_M_, may provide a reversible therapeutic opportunity to treat cardiac sympathetic hyperresponsiveness over and above interventions like surgical stellectomy.

## Acknowledgments

We acknowledge the High-Throughput Genomics Group at the Wellcome Trust Centre for Human Genetics for producing the single-cell RNA sequencing data and for the initial cell-ranger analysis. We would like to acknowledge Olujimi A. Ajijola, MD, and his team for providing human stellate ganglia for this study. H. Davis performed, interpreted, and analyzed all experiments. H. Davis produced figures. H. Davis, N. Herring, and D.J. Paterson wrote and edited the manuscript. H. Davis, N. Herring, and D.J. Paterson designed the project.

## Sources of Funding

We acknowledge the British Heart Foundation (RG/17/14/33085), the British Heart Foundation Center of Research Excellence (CRE Oxford), the Wellcome Trust OXION Program (102161/Z/13/Z), and the Medical Sciences Doctoral Training Centre, University of Oxford (BST0008Z) for funding this work. N. Herring is supported by a British Heart Foundation Intermediate Fellowship (FS/15/8/3115).

## Disclosures

None.

## Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

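Single cells of dissociated stellate ganglia were sequenced in 1 library from Wistar rats and 1 library from prehypertensive SHRs, with 10x Genomics droplet chemistry. An initial Cell Ranger analysis was made by the sequencing centre, and the authors clustered the cells with Seurat and selected the sympathetic neurons. The paper's text does not name the genome build, the software versions, the filters on cells, the treatment of doublets or the number of neurons. The expanded Methods of the Data Supplement, to which the paper refers for scRNAseq, were not used here. Doublets, droplets that hold more than 1 cell, cannot be looked for in means over cells. Some gene names in the deposited values are clone names of an older rat assembly.

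For each library the authors deposited 1 value per gene on a natural log scale, the natural log of 1 plus the mean count per 10000 counts of a cell. The means of the 25399 genes, converted back, sum to 10000 in each library. In the authors' deposited table, the fold change is a difference of natural logs, the shares of cells with a gene detected are deposited as a fraction for each strain, and each p-value comes from MAST with cells as replicates. The deposited adjusted p-value is the unadjusted one multiplied by 25399, with a maximum of 1. The strain of each share was taken from the sign of the fold changes in Figure 2D and the column order that Seurat uses. In the deposited values 25 gene names had been turned into dates, and 4 lines with a repeated name were left out, which leaves 25395 genes.

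From these values, means per 10000, percent changes and differences of log2 of 1 plus the mean were computed with Python 3.11.15, NumPy, pandas and SciPy. The deposited values are already logged, so the main setting is the difference of the deposited logs. It was divided by the natural log of 2 for printing as log2, a presentation chosen after the data were examined. Medians set among random lists, the length trend and counts of genes past a size use the genes past the minimum. This minimum is an average of at least 0.1 per 10000 over both libraries. The median difference that was set to 0 as another scaling was also taken over these genes. The sums and medians of the single marker lists use all their genes with a value in either library, and the sum of the RT1 genes uses all that are listed, with no minimum. A list's median was set among 10000 random lists of the same size, whose genes were drawn from the 200 genes nearest in mean expression, or in mean expression and gene length. On simulated changes over 7289 genes with no effect, 6 of 200 lists of 18 genes fell below the 2.5th percentile with either matching. With a simulated length trend alone, 177 of 200 lists did so when matched on expression and 7 of 200 when matched on length as well, and with a trend and a list shift 200 of 200 did so in both. The simulated trend and shift were larger than those seen here. The group medians by length ran from 0.087 to -0.12. The ion channel median was -0.23, against -0.12 for lists matched on length too. So the simulation does not show that a shift of the observed size would be detected.

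Gene lengths are the spans of genes in the GRCr8 assembly, matched by symbol or synonym, and were used only as ranks. GRCr8 is not the assembly behind the deposited values, whose build is not named. Of the 7621 genes past the minimum, 7289 (95.6%) have a length.

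The genes named were fixed by a rule before the data were examined. The rule takes the genes the paper names in its scRNAseq results or discussion, the members of its M current, Nav, SK and BK, A-type and further potassium channel families, the markers of Figure 2C with Npy, and the 5 largest falls and 5 largest rises that the authors' deposited table calls at an adjusted p-value under 0.05 with the same sign in the deposited values. Some genes under this rule are not reported here. Other genes named, among them AC134224.3, Cacna1a, Cacna1c, Cacna1d, Cacna1e, Cacna2d1, the RT1 genes and single marker genes, were chosen after their values were seen. Lists of ion channel genes and of glial, endothelial, fibroblast, immune, smooth muscle and erythrocyte markers, and of immediate early genes, were written before the data were examined.

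With 1 library per strain, no test between the strains, standard deviation or confidence interval can be given, and genes are not replicates. The depth per neuron is unknown, so neither counting error nor a detection limit can be stated. The alternatives tried were other pseudocounts, other scalings of the libraries, other minimums, other limits on the adjusted p-value and the base of the logarithm. Alternatives that need single cells were not run, because the deposited values used here are means over cells. The patch clamp, quantitative PCR and immunohistochemistry experiments are not analysed here.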

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

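The test of the immediate early genes was chosen only after the result was seen. Jund, S100a6, LOC100364435, Lgals3 and Rgs10 are outside the genes the paper discusses, and are the 5 largest rises in SHR among the genes called by the authors' deposited table. With 1 library per strain these rises have no replicate check, and the paper's text does not discuss them. The full list of genes in its Data Supplement was not used here.

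Jund had a mean of 1.45 per 10000 in Wistar and 10.1 in SHR, a log2 difference of 2.18, which ranged from 0.81 to 2.79 over the pseudocounts and scalings tried. A pseudocount changes the size of such a difference and cannot change its sign. An immediate early response to dissociation predicts a rise of the other immediate early genes. The 8 others with a line had a median log2 difference of -0.032 and a highest one of 0.14, which argues against such a response as the source of the Jund rise. A strain variant against the reference, a difference between the preparations of the 2 libraries and a biological difference between the strains stay open and were not tested.

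S100a6 went from 17.0 to 50.8 per 10000, a log2 difference of 1.53, and LOC100364435 from 62.8 to 133.5 per 10000, a log2 difference of 1.08. Lgals3 went from 1.42 to 4.10 per 10000, a log2 difference of 1.07, and Rgs10 from 1.79 to 4.28 per 10000, a log2 difference of 0.92. Each of the 4 was also higher in SHR without mitochondrial and ribosomal protein genes or markers of other cell types in the total. The same held when the median difference of the genes past the minimum was set to 0. No technical explanation was tested for these 4 genes one by one, and a difference between the strains, the preparation of the libraries and strain variants against the reference stay open.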

How the results depend on the processing

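The pseudocount of 0.01, the Benjamini-Hochberg adjustment and the matching on gene length were chosen after the data were examined. The other alternatives were set before. No paired analysis was possible because each strain has 1 library. Alternatives that take a part of the cells, or thin cells to one depth, were not run, because the values used are means over cells.

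Rescaling both libraries to the same total over all genes changes nothing here beyond 4 lines with a repeated name, since both already sum to 10000. Rescaling without the marker genes of other cell types moved none of the 36 named genes by 0.005 or more in log2 difference. Leaving mitochondrial and ribosomal protein genes out of the total moved 26 of the 36, and changed the sign of Th, whose log2 difference became 0.029. Pseudocounts of 0.1, 10 and 0.01 moved 32, 31 and 34 of the 36, and cannot change a sign.

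Setting the median log2 difference of the genes past the minimum to 0 adds 0.052 to each gene by construction. This turned small falls into small rises in 11 of the 36 genes. The log2 differences became 0.013 for Kcnq3, 0.052 for Scn4a, 0.050 for Scn10a, 0.046 for Scn11a, 0.045 for Kcnn1, 0.011 for Kcnn2, 0.050 for Kcnn4, 0.037 for Kcna4, 0.042 for Kcnd3, 0.038 for Kcnc4 and 0.043 for Th. The 5 genes of Figure 2D were lower in SHR under this centring and under the scalings.

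The ion channel list was lower in SHR under the other scalings and minimums. Its median log2 difference, -0.23, became -0.54, -0.036 and -0.70 with pseudocounts of 0.1, 10 and 0.01, where the size follows from the pseudocount. It became -0.25 without mitochondrial and ribosomal protein genes in the total and -0.18 with the median of the genes past the minimum at 0. It became -0.019 with no minimum and -0.37 with a minimum of 1 per 10000. Its percentile among random lists, 0.03, became 0.09, 0.01 and 0.06 with the pseudocounts of 0.1, 10 and 0.01, 0.58 with no minimum, 0.49 with a minimum of 1 per 10000 and 1.43 with lists matched on gene length too. Apart from the pseudocount and the centring, the cause was not tested.

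The counts of genes past a log2 difference of 1 depend on the pseudocount. They were 13 lower and 4 higher at a pseudocount of 1, 308 and 23 at 0.1, 2 and 1 at 10, and 774 and 51 at 0.01. Under the other scalings and minimums they stayed between 10 and 16 lower and between 4 and 5 higher.

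The authors' deposited table calls 202 lower and 207 higher genes at an adjusted p-value under 0.01, and 167 and 176 under 0.001. Requiring a natural log change of 0.25 removes no gene, since the authors' deposited table holds none below it. With the unadjusted p-values of the authors' deposited table adjusted by Benjamini-Hochberg over its 664 genes alone, 389 lower and 274 higher genes pass 0.05. That adjustment leaves out the genes that changed less. The slope of the authors' fold change on the difference of the deposited values was 1 on the natural log scale and 0.693 with log2 in its place, by construction.

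Depth is unknown, so how much of the difference of a gene with a low mean comes from counting is not known either. The smaller its mean, the less a single gene's difference can be relied on.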

Differences from the paper's values

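The fold changes that Fig. 2D prints for Cacna1b, Kcnq5, Scn1a, Scn2a and Scn9a under a log2 heading match the natural log differences of the deposited values, which are -0.477, -0.294, -0.294, -0.34 and -0.301. On the log2 scale the same differences are -0.69, -0.42, -0.42, -0.49 and -0.43.

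For Scn1a the paper gives an adjusted p-value below about 0.001 in Fig. 2D, read by eye, and the authors' deposited table gives 0.0697. For Scn2a the paper's limit is also about 0.001 in Fig. 2D, read by eye, and the authors' deposited table gives 0.00242. Both are from the authors' test with cells as replicates, and no alternative set before the data were examined recomputes these p-values. The unadjusted p-values in the authors' deposited table, 2.74e-06 for Scn1a and 9.53e-08 for Scn2a, are within the paper's limit. So are those from a Benjamini-Hochberg adjustment over the 664 genes of the authors' deposited table, a setting chosen after seeing the values, which are 3.78e-06 and 1.71e-07. That adjustment passes 389 of the 390 lower genes and all of the 274 higher ones at 0.05, since the authors' deposited table was already selected by the size of the change and its largest unadjusted p-value is 0.0518. It drops none of the paper's 5 called genes, and this outcome carries no information on them.

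The paper states a significant decrease for all of the 5 genes of Fig. 2D. At an adjusted p-value under 0.05 the authors' deposited table calls 4 of them, without Scn1a. It calls 4 at 0.01 and 3 at 0.001. The deposited adjustment is over 25399 genes. The paper refers to a list of tested genes in Figure S6D, which was not used here. Whether its printed p-values were adjusted over that list stays open. The Benjamini-Hochberg adjustment chosen after seeing the values passes all 5, as it does nearly every gene listed.

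The paper states that SK channel transcripts did not change between the strains. In the deposited values the means of all 4 SK genes were lower in SHR. Kcnn3 fell by 52.1%, Kcnn2 fell by 80.3%, Kcnn1 fell by 44.6%, and Kcnn4 was listed at 0.00132 per 10000 in Wistar and at 0 in SHR. None of them is in the authors' deposited table, and none of these differences was tested. Of the genes past the minimum, 65.6% were lower in SHR. With their median difference set to 0, the log2 difference was -0.13 for Kcnn3. By this construction it became 0.045 for Kcnn1, 0.011 for Kcnn2 and 0.050 for Kcnn4, whose means are near 0. So the lower means alone do not speak against the paper's statement.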

Other observations

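The tests of the ion channel list against genes of like expression and against dilution, of RNA of non-neuronal cells in the Wistar cluster, of the RT1 genes and of the counts per cell were chosen only after the result was seen. The readings of the ion channel list without the genes of Figure 2D, and of the counts per cell as undecided, were also settled after the values were seen. All of these patterns describe 2 libraries, and a biological difference between the strains stays open and untested in each.

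Longer genes were lower in SHR. Across 7289 genes with a length, which are not independent replicates, the rank correlation of length and log2 difference was -0.39, and it stayed between -0.39 and -0.38 over the pseudocounts and scalings. The median log2 difference went from 0.087 in the shortest of 10 equal groups by length to -0.12 in the longest. Of the genes that the authors' deposited table calls, 70.1% of the lower ones and 12.0% of the higher ones lie in the 5 groups of longer genes. Expression level does not account for the trend, since the correlation was -0.21 or lower in each of 10 equal groups by expression. Neither do genes near the limit of detection, since it was -0.54 in the group with the highest mean, nor ribosomal protein, mitochondrial and respiratory chain genes, since it was -0.36 without them. A difference between the libraries in RNA quality or in the share of unspliced RNA was not tested.

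Short and abundant gene families were higher in SHR. Of 81 ribosomal protein genes 74 were higher, with a median log2 difference of 0.39, and of 91 respiratory chain genes 80 were higher, with a median of 0.28. Of 13 mitochondrially encoded genes 8 were higher, with a median of 0.12. Over the scalings tried these medians stayed above 0, with lowest values of 0.39, 0.28 and 0.11. No explanation was tested for them.

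The ion channel list was lower in SHR, and how much of this belongs to a general trend cannot be told apart. Its 18 genes stood at percentile 0.03 among random lists matched on expression and at 1.43 among lists matched on expression and length. The list holds the 5 genes the study picked from these libraries. Without them the remaining 13 stood at percentiles 6.51 and 26.1, and a list without its called genes excludes nothing either. Dilution of the SHR neurons by RNA of other cells is argued against, since the summed mean of the non-neuronal markers in SHR was 0.426 times that in Wistar.

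Markers of non-neuronal cells were lower in the SHR neuron cluster. The summed means went from 10.04 to 3.91 per 10000 for the glial list, from 3.67 to 1.85 for fibroblasts, from 2.01 to 0.942 for immune cells, from 0.256 to 0.0708 for endothelium, from 0.126 to 0.0745 for smooth muscle and from 0.0669 to 0.0499 for erythrocytes. These sums take all genes of a list with a value in either library. The most abundant genes were Apoe, at 6.24 per 10000 in Wistar and 2.23 in SHR, and Gsn, at 1.70 and 1.45. The 14 markers past the minimum were all lower as deposited, and their median stayed between -0.40 and -0.29 over the scalings. The gene length trend is argued against, since the pooled markers stood at percentile 0 among lists matched on expression and length. More RNA of non-neuronal cells in the Wistar neuron cluster is a candidate explanation. The median of each of the 5 lists, again over all genes with a value, was below 0, the highest being -0.0065 for smooth muscle. These medians restate the fall of the markers, so they cannot decide for or against this explanation. In the endothelial list 8 of 9 genes with a value were lower and its sum in SHR was 0.277 times that in Wistar, and in the smooth muscle list 5 of 7 were lower. The means of both lists are near 0 in both libraries, where depth is unknown. The immune list does not stand apart, since its 3 genes past the minimum were at percentile 47.3 among lists matched on expression. Doublets of neurons with other cells stay open, since their treatment is not known. How many of these markers the neurons express themselves is not known from these values.

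Of 21 class I RT1 genes, singled out after their values were seen, 14 were lower in SHR, 2 were higher and 5 were at 0 in both libraries. Of the higher ones, RT1-A1 went from 0.623 to 1.80 per 10000, and RT1-N2 from 0.00139 to 0.0115. Among the lower ones, RT1-CE4 went from 1.14 to 0.336, RT1-CE10 from 0.533 to 0.0536, RT1-A2 from 0.248 to 0.0677, RT1-T24-4 from 0.145 to 0.0265 and RT1-M3-1 from 1.54 to 1.19. The summed mean of the 21 genes in SHR was 0.817 times that in Wistar, a smaller change than that of RT1-A1 or RT1-CE4, and close to the limit that the test allowed. Reads moved between near-identical RT1 genes stay open as a source of the rise of RT1-A1 beside these falls. How reads were assigned among these genes and which variants the strains carry were not tested, so each single RT1 value is uncertain.

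In the authors' deposited table, 200 of the 390 lower genes were detected in at least as large a share of the SHR neurons as of the Wistar neurons. More counts per cell in the SHR neurons is a candidate explanation that cannot be told apart here. Under a Poisson model, for genes detected in 20% to 95% of the neurons of both strains, the implied counts per cell in SHR were 2.33 times those in Wistar in 223 lower genes and 1.06 times in 61 higher genes. The shares are listed only for genes selected by their change in mean, which pushes these medians apart, so they decide nothing.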
